A study of Mus musculus with 27 samples. Its data were reported in "Periportal hepatocyte proliferation at midgestation governs maternal glucose homeostasis in mice" (2023).

How the data were processed

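RNA of liver lobular zones 1, 2 and 3 of female C57BL/6 wild-type mice was measured by RNA sequencing after laser microdissection, a method in which areas of a frozen section are separated with a laser under the microscope and collected. The mice were non-pregnant (NP) or pregnant at day 8 or day 16 post coitum (dpc8 and dpc16). Each combination of stage and zone has 3 libraries, which makes 9 groups and 27 libraries, and the groups and replicate numbers were taken from the sample titles.

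The authors depleted ribosomal RNA before library preparation and trimmed the reads with cutadapt 1.18. They aligned the reads to the mm10 mouse genome with HISAT2 2.1.0, kept uniquely mapped reads, and computed expression over protein-coding GENCODE genes with Cuffdiff of Cufflinks 2.2.1. The deposited values are FPKM (fragments scaled to transcript length and to the number of mapped fragments) as the authors computed them, with no further scaling stated. The table holds 21823 genes and 1 column for each of the 27 libraries. Of these genes, 4626 were listed at 0 in every library, and 23 gene symbols were shared by 2 genes, which were kept apart by their identifiers. Gene positions came from GENCODE vM21 on the same genome build, in which 21806 of the identifiers were found.

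The table gives no read counts. In genes with a single transcript, low FPKM values fall on steps that depend on transcript length, and 91.86% to 97.33% of the low values examined in each library lay on whole multiples of such a step. The steps correspond to 7.53 to 33.33 M mapped reads per library (M for the prefix mega), with a median of 16.44 M. These depths are estimates from the values, and no confidence interval was computed from them. One read on a transcript of 1 kilobase effective length corresponds to 0.03 to 0.133 FPKM, so values under about these levels rest on very few reads.

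All tests across genes used limma 3.58.1 in R 4.3.3 on log2(FPKM + 1). Genes with an FPKM of at least 1 in at least 3 libraries were kept, which left 12952 genes. A mean was fitted to each of the 9 groups, so that all 27 libraries share one estimate of the spread, and limma's moderated statistics were computed with an intensity trend and robust settings. Tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method within each comparison, with a threshold of 0.05. A fold change on the log2(FPKM + 1) scale understates the change of weakly expressed genes. Limma was used because the study's own test, Cuffdiff, works on reads.

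The comparisons were zone 1 against zone 3 at each stage, each pregnant stage against NP in each zone, dpc16 against dpc8 in each zone, and contrasts between zones of the change with pregnancy. Genes past the threshold in the same direction at all 3 stages, or in all 3 zones, were counted. Lists of periportal markers (13 genes), pericentral markers (13), proliferation genes (32) and genes of glucose and glycogen metabolism (21) were each summarised by the mean fitted log2 fold change. The 16 genes that the study named as raised in its portal vein zone at dpc8 formed another list, of which 15 passed the filter. Lists were tested with fry of limma and, as a second test, with camera at a preset inter-gene correlation of 0.01, and p-values were adjusted over the 18 list tests. Differences between zones in the change of a list were tested by exact permutation of the stage labels within each zone, with 400 arrangements and 4 tests. A second, approximate version first took out the change shared by both zones, which otherwise widens the range of chance values.

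The comparisons, the limma, fry and camera tests, the lists and the rule for naming genes were chosen before the data were examined. Both permutation tests of differences between zones were added after the data had been seen. In each comparison between zones 1 and 3 and of a pregnant stage with NP, the rule takes up to 3 genes per direction with the largest fold change among those past the threshold whose 3 values in one group all lie beyond the 3 values in the other. It adds up to 5 genes per direction for zonation shared by the stages, up to 3 per direction for contrasts between zones, genes that the study names, and members of the lists. Some genes that meet the rule are not reported here.

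The procedure was tested on simulated data with the real genes' means. It called 63 of 94 genes changed by a log2 fold change of 2, 19 of 106 changed by 1, and 1 of 12752 unchanged genes. A simulated list of 32 genes with a true shift of 1.5 was fitted at 1.64, with a fry p of 3.33e-12. The real proliferation list in zone 1 at dpc8 had a mean of 1.57 and a fry p of 0.0122. The simulated values vary independently between genes, without libraries that deviate in many genes at once. The simulated rates therefore need not hold for the real data.

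The replicate numbers recur in every group, so it was checked whether libraries with the same number deviate together from their group means. At dpc16, all 9 correlations between same-numbered libraries of different zones were over 0.1, from 0.26 to 0.86 with a median of 0.36, and these libraries were therefore treated as paired by number. The labels do not say what the number stands for. The other stages did not meet this rule. At dpc16, replicate 3 of zones 2 and 3, which correlated at 0.86, both had high FPKM of Y chromosome genes (23.18 and 16.55). Deviations cancel within a group, so an outlying library of the same number in both groups can make the other numbers correlate as well. The correlations therefore do not show that the libraries are paired, and the main fits do not use the pairing.

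Alternatives planned before the data were examined were a pseudocount of 0.1, no filter on low values (17197 genes), quantile normalization, array weights (limma's estimate of a weight for each library, here from 0.17 to 2.70), a fit of only the groups compared, the replicate number as a block, and leaving out each library in turn. A pair of alternatives was added after the data had been seen. One used the mean of log2(FPKM + 1) over a list of connective tissue and smooth muscle genes as a covariate. The other left out the 6 libraries in which 4 genes of the Y chromosome sum to at least 5 FPKM, which kept 21 libraries.

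To look for RNA of other cells in single libraries, lists of marker genes for connective tissue and smooth muscle, biliary epithelium, endothelium, macrophages, lymphocytes, red blood cells, pancreas, skeletal muscle, fat, epidermis, hepatocytes, brain, and uterus and placenta were written beforehand as well. Their value in a library is the mean of log2(FPKM + 1) over the list. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.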

Results

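The data are FPKM values of 27 libraries from 3 lobular zones of the mouse liver in NP, dpc8 and dpc16 mice, with 3 libraries for each stage and zone. Zone 1 is by convention the region around the portal vein, zone 3 the region around the central vein, and zone 2 lies between them. The sum of FPKM per library ranged from 499866 to 988500, with a median of 625686. Each library had between 10581 and 11997 genes with an FPKM of at least 1. The estimated depth was 7.53 to 33.33 M mapped reads per library. The share of the FPKM sum taken by Alb, the gene at the top of each library, was between 3.71% and 20.97%. The correlation of log2 values between libraries of one group ranged from 0.789 to 0.976, and no pair of libraries was identical.

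All mice are labelled female, yet 4 genes of the Y chromosome (Ddx3y, Eif2s3y, Kdm5d and Uty) summed to between 7.92 and 23.18 FPKM in 6 libraries. In the 21 other libraries the sum was at most 2.97, with 11 at 0. The same 6 libraries had the highest mean of log2(FPKM + 1) over the connective tissue and smooth muscle list, from 5.37 to 6.66, against 2.31 to 4.54 in the others. They are NP zone 1 replicate 1, NP zone 3 replicate 2, dpc8 zone 1 replicate 1, dpc8 zone 2 replicate 2, dpc16 zone 2 replicate 3 and dpc16 zone 3 replicate 3. They were kept in all results, and results without them are given as an alternative chosen after the data had been seen.

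**Figure D1:**
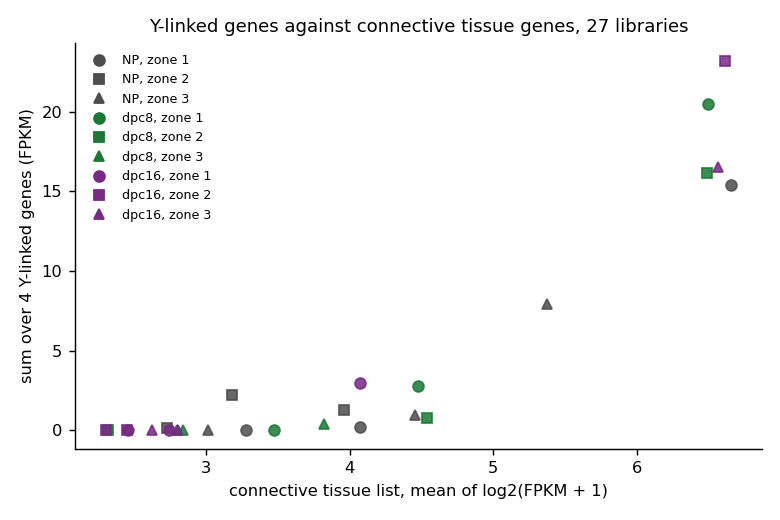
Sum of FPKM over 4 Y-linked genes against the mean of log2(FPKM + 1) over the connective tissue and smooth muscle list, with a point for each of the 27 libraries. The lowest Y-linked sum of the 6 libraries was 7.92 and the highest of the others 2.97.

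The lists of zone markers show whether the zone labels and the values go together. The 13 periportal markers were higher in zone 1 than in zone 3 by a mean log2 fold change of 4.30 in NP, 3.45 in dpc8 and 4.86 in dpc16 mice, with fry p-values of 5.73e-09, 1.76e-07 and 7.27e-10. The 13 pericentral markers were lower in zone 1, by means of -3.98, -4.14 and -3.98, with fry p-values of 2.79e-14, 1.14e-14 and 1.93e-14. All 13 periportal markers were higher in zone 1 at each stage. All 13 pericentral markers were lower in NP and dpc8 mice, and 12 of 13 in dpc16 mice. The alternative that moved these means most was a pseudocount of 0.1, under which the periportal mean at dpc16 was 5.54. All of these results passed the adjustment over the 18 list tests.

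**Figure D2:**
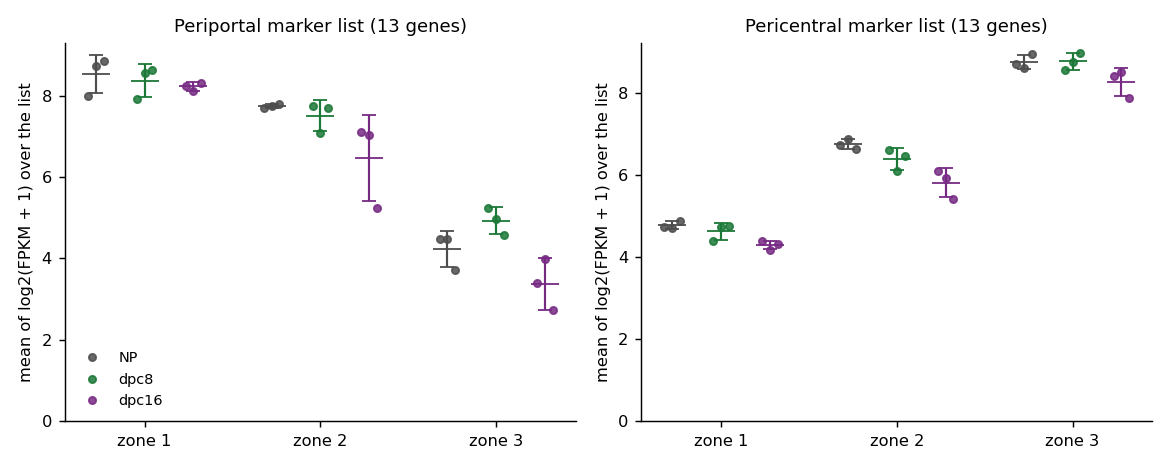
Mean of log2(FPKM + 1) over the 13 periportal markers (left) and the 13 pericentral markers (right) by zone, with a point for each library, a line for the group mean and bars of 1 SD over 3 libraries. In NP mice the periportal mean was 8.53 in zone 1 and 4.22 in zone 3, and the pericentral mean was 4.77 in zone 1 and 8.75 in zone 3.

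Zone 1 was compared with zone 3 at each stage to ask which genes are zonated. With limma and Benjamini-Hochberg adjustment, 68 genes were higher and 105 lower in zone 1 in NP mice, 88 higher and 120 lower in dpc8 mice, and 101 higher and 100 lower in dpc16 mice. Array weights moved these counts most in the dpc8 mice, from 208 genes to 855. With the replicate number as a block, which pairs the dpc16 libraries, the dpc16 comparison gave 343 genes, 192 higher and 151 lower, against 201 without the block. The excess of lower genes in NP mice did not hold without the libraries with Y-linked FPKM (118 higher, 116 lower). That in dpc8 mice did not hold with array weights (488 and 367), with the connective tissue covariate (143 and 142) or without the libraries with Y-linked FPKM (193 and 164). In dpc16 mice lower genes outnumbered higher ones with only the groups compared (73 and 76), without dpc16 zone 1 replicate 3 (83 and 91) and without dpc16 zone 3 replicate 3 (85 and 94). Leaving out 1 library moved the NP count by over 1.5 times in 1 of 6 fits, to 115 genes without NP zone 3 replicate 1. It moved the dpc8 count in 3 of 6 fits, to 135 without dpc8 zone 1 replicate 1, 129 without dpc8 zone 3 replicate 2 and 115 without dpc8 zone 3 replicate 3. Across the 3 stages, 99 genes passed the threshold in the same direction, 37 higher and 62 lower in zone 1.

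Among the genes with the largest zone differences was Cyp2f2 (ENSMUSG00000052974.8, chromosome 7, 27119909 to 27133660). Its FPKM in NP mice was 1048 ± 477 in zone 1 and 3.31 ± 3.00 in zone 3 (SD, n = 3 each). In dpc8 mice it was 1014 ± 394 and 16.1 ± 5.95, and in dpc16 mice 940 ± 468 and 2.01 ± 1.16 (SD, n = 3 each). The limma log2 fold changes were 8.06 ± 0.52 (SE) in NP mice with an adjusted p of 2.03e-09, 5.87 in dpc8 mice with an adjusted p of 1.40e-07, and 8.26 in dpc16 mice with an adjusted p of 5.42e-10. Aldh1b1, Sds, Hsd17b6 and Hal were also higher in zone 1 at all 3 stages, with log2 fold changes between 4.34 (Hal, dpc8) and 8.17 (Aldh1b1, dpc16).

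On the zone 3 side, Slc1a2 (ENSMUSG00000005089.15, chromosome 2, 102658659 to 102790784) had an FPKM in NP mice of 2.31 ± 1.07 in zone 1 and 352 ± 73.3 in zone 3 (SD, n = 3 each). Its log2 fold changes by limma were -6.77 in NP, -6.87 in dpc8 and -6.41 in dpc16 mice, with adjusted p-values of 4.31e-09, 5.47e-09 and 9.31e-09. Oat, Lhpp, Cyp2e1 and Sult3a1 were also lower in zone 1 at all 3 stages, with log2 fold changes between -5.30 (Cyp2e1, NP) and -6.95 (Sult3a1, dpc8). Lect2 was among the 3 genes with the largest negative change at dpc16, with a log2 fold change of -6.12 and an adjusted p by limma of 2.98e-10. Sult3a1 belongs to a family of similar genes, and its values are uncertain to the extent that reads are shared between the copies.

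The study names Glul, Cyp1a2, Tbx3 and Axin2 as markers of the central vein zone and Cyp17a1 as a marker of the portal vein zone. Glul (ENSMUSG00000026473.16, chromosome 1, 153899944 to 153909723) had an FPKM of 50.2 ± 23.7 in zone 1 and 3082 ± 187 in zone 3 in NP mice (SD, n = 3 each). Its limma log2 fold change was -6.04 in NP mice, -5.91 in dpc8 mice and -4.00 in dpc16 mice, with an adjusted p of 2.16e-06 in dpc16 mice and lower values at the other stages. Cyp1a2, Tbx3 and Axin2 were lower in zone 1 with log2 fold changes between -2.53 (Axin2, dpc16) and -4.49 (Tbx3, dpc16), and Cyp17a1 was higher with 4.71, 4.35 and 5.73 in NP, dpc8 and dpc16 mice. All 5 genes passed the threshold at all 3 stages. Cyp1a2 at dpc8, Tbx3 in NP and Axin2 at dpc16 were each called in 5 of 6 fits with other settings chosen beforehand. Their highest limma adjusted p-values in those fits were 0.112, 0.0689 and 0.0775. The Axin2 call at dpc16 was lost without dpc16 zone 1 replicate 1, without dpc16 zone 1 replicate 2 and without dpc16 zone 3 replicate 2, with log2 fold changes of -2.45, -2.25 and -2.08.

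Each zone at dpc8 was compared with the same zone in NP mice to ask what changes by mid-gestation. With limma and Benjamini-Hochberg adjustment, zone 1 had 2 genes higher and 2 lower at dpc8, zone 2 had 1 higher, and zone 3 had 2 higher. At an unadjusted p under 0.05, there were 406 genes in zone 1, 656 in zone 2 and 355 in zone 3. Array weights moved these counts most in zone 1, to 22 genes. In a fit of only the 6 libraries compared, each zone had 0 genes, with 315, 548 and 568 at an unadjusted p under 0.05. In zone 1, each of the 6 fits that left out 1 library gave 1 or 2 genes, and zone 2 had 2 genes without dpc8 zone 2 replicate 3. In all 3 zones, 1 gene was higher, and 14 moved in the same direction at an unadjusted p under 0.05.

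**Figure D3:**
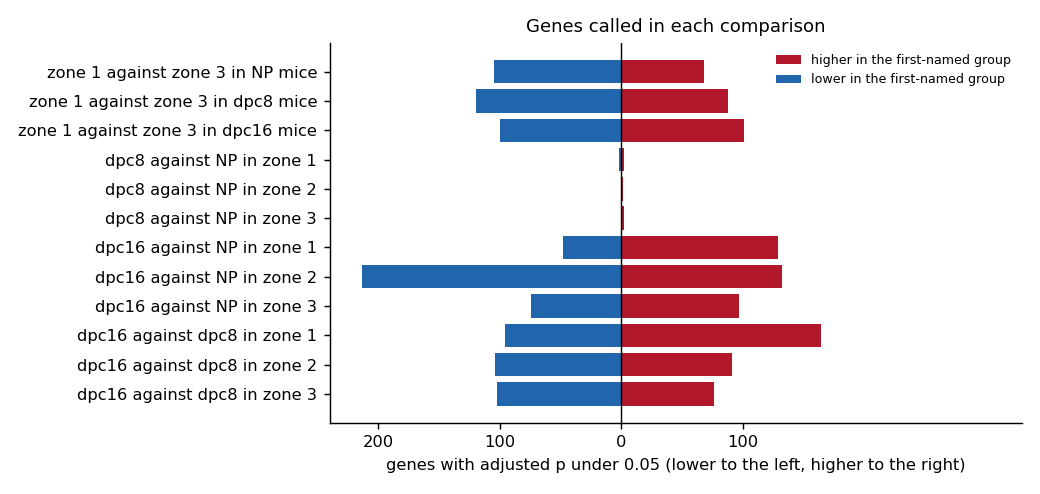
Number of genes with an adjusted p-value under 0.05 in each comparison, by limma with Benjamini-Hochberg adjustment, with genes higher in the first-named group to the right and lower genes to the left. The comparisons of dpc8 with NP had 4, 1 and 2 genes in zones 1, 2 and 3, and those of dpc16 with NP had 177, 345 and 171.

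A1bg (ENSMUSG00000022347.8, chromosome 15, 60896859 to 60923012) was higher at dpc8 in zones 1 and 3. Its FPKM in zone 3 was 28.4 ± 11.4 in NP and 1050 ± 677 in dpc8 mice, and in zone 1 it was 282 ± 266 in NP and 2405 ± 622 in dpc8 mice (SD, n = 3 each). The limma log2 fold change was 5.06 in zone 3 with an adjusted p of 1.66e-04 and 3.46 in zone 1 with an adjusted p of 0.0322. The zone 1 call was lost in 5 of 6 fits that left out 1 library, with log2 fold changes between 3.02 (without NP zone 1 replicate 3) and 3.65 (without dpc8 zone 1 replicate 2).

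The genes lower in zone 1 at dpc8 were Cyp2b13 and Gm45692. Cyp2b13 (ENSMUSG00000040583.8, chromosome 7, 26061497 to 26096197) fell from 62.3 ± 28.0 to 10.2 ± 5.32 FPKM (SD, n = 3 each), with a limma log2 fold change of -2.54 and an adjusted p of 0.0417. Gm45692 (ENSMUSG00000109850.1, chromosome 8, 26119534 to 26160819) was 4.68 ± 1.23 FPKM in NP mice (SD, n = 3) and listed at 0 in all 3 dpc8 libraries, with an adjusted p by limma of 0.0417. Leaving out 1 library lost the Cyp2b13 call in 5 of 6 fits, with the smallest log2 fold change, -2.06, without dpc8 zone 1 replicate 1. The block of replicate numbers kept the Cyp2b13 call and lost that of Gm45692. Leaving out 1 library lost the Gm45692 call in all 6 fits, with log2 fold changes between -2.67 without NP zone 1 replicate 2 and -2.38 without NP zone 1 replicate 1. Both genes have close relatives in the genome and their values are uncertain for that reason.

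The study reported more hepatocytes stained for proliferation at dpc8 in the portal vein zone and in the zone between the veins. At dpc16 it reported them in the central vein zone. It followed proliferation in the portal vein zone at mid-gestation further. A list of 32 proliferation genes was therefore tested in each zone. In zone 1 the list was higher at dpc8 by a mean log2 fold change of 1.57, with 32 of 32 genes higher, a fry p of 0.0122 and a value of 0.0243 after adjustment over the 18 list tests. In this zone 19 genes passed an adjusted p of 0.05 adjusted over the list alone, and 0 when adjusted over all genes tested, where 406 genes of any kind had an unadjusted p under 0.05. Mki67, Ccnb2, Aspm and Knstrn each passed over all genes in 1 of 6 fits with other settings chosen beforehand. The limma adjusted p-values there were 0.0393, 0.0347, 0.0139 and 0.0183. They passed in 0 of 6 fits that left out 1 library. In zone 2 the mean was 1.10, with 30 of 32 genes higher and a fry p of 0.0680, which did not pass the threshold, and 0 genes passed when adjusted over the list alone. In zone 3 the mean was -0.19, with 8 genes higher, 24 lower and a fry p of 0.739. Camera gave a p of 3.38e-36 in zone 1 and 3.42e-16 in zone 2, and of these calls the one in zone 1 held under fry. The alternative that moved the zone 1 mean most was a pseudocount of 0.1, with 2.22.

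The zone 1 result of the proliferation list depended on single libraries. Without NP zone 1 replicate 3 the mean was 1.24 with a fry p of 0.0628, and without dpc8 zone 1 replicate 1 it was 1.204 with a fry p of 0.0689. All other alternatives kept the call, with fry p-values of 1.03e-04 without the libraries with Y-linked FPKM, 1.21e-04 with the connective tissue covariate, 7.98e-04 with array weights, 0.00198 with quantile normalization and, at the other end, 0.0446 with only the groups compared. The zone 3 mean changed sign without NP zone 3 replicate 2, to 0.29, and without dpc8 zone 3 replicate 3, to 0.06, and it was -0.51 without NP zone 3 replicate 3. In zone 2 the fry p was under 0.05 with quantile normalization (0.0394), array weights (0.0237), the connective tissue covariate (0.0465), without the libraries with Y-linked FPKM (0.00556) and in a fit of only the groups compared (0.00427). By exact permutation, a test added after the data had been seen, the dpc8 change of the list differed between zones 1 and 3 by 1.76 log2 units with a p of 0.095 (0.38 adjusted over 4 tests), and between zones 1 and 2 by 0.47 with an exact permutation p of 0.665 (0.665 adjusted). This permutation lets a change shared by both zones widen the range of chance values. With the shared change taken out first, an approximate permutation test added later still, the p-values were 0.06 and 0.445 (0.24 and 0.445 adjusted). The change in zone 1 was therefore not shown to differ from that in the other zones, which does not exclude a difference. At the level of single genes, 0 genes had a dpc8 change that differed between zones 1 and 3, or between zones 1 and 2, with 306 and 277 at an unadjusted p under 0.05.

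**Figure D4:**
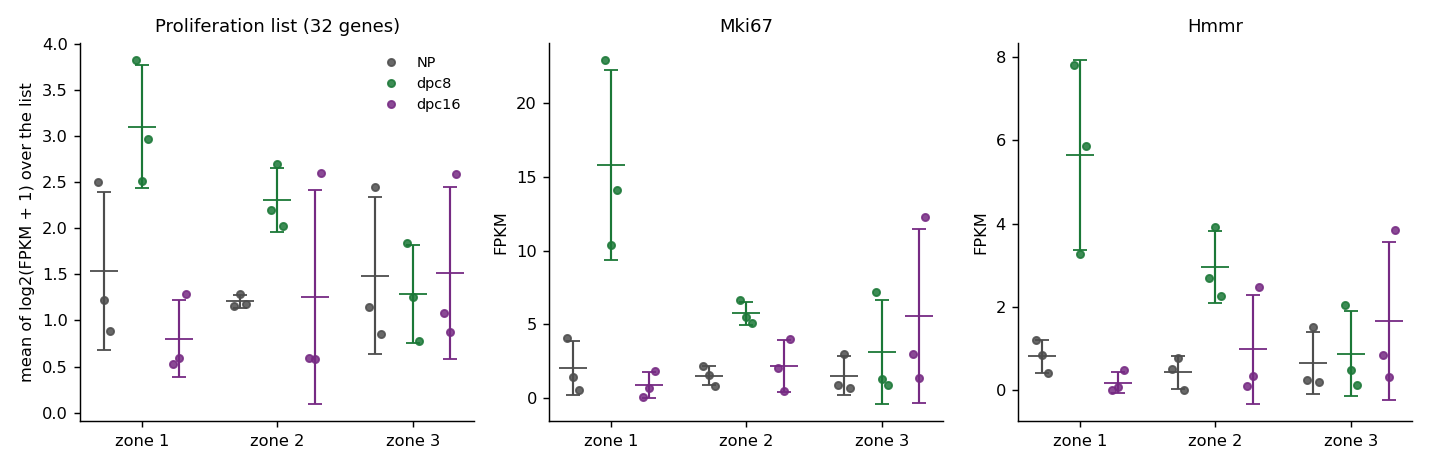
Mean of log2(FPKM + 1) over the 32 proliferation genes, FPKM of Mki67 and FPKM of Hmmr by zone and stage, with a point for each library, a line for the group mean and bars of 1 SD over 3 libraries. In zone 1 the list mean was 1.54 in NP and 3.10 in dpc8 mice, and bars that reach below 0 show SDs larger than the mean.

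Hmmr, the gene that the study followed further (ENSMUSG00000020330.16, chromosome 11, 40701395 to 40733422), had an FPKM in zone 1 of 0.818 ± 0.400 in NP, 5.64 ± 2.28 in dpc8 and 0.186 ± 0.262 in dpc16 mice (SD, n = 3 each). In zone 2 it was 0.428 ± 0.397 in NP and 2.95 ± 0.86 in dpc8 mice, and in zone 3 0.651 ± 0.7496 and 0.882 ± 1.02 (SD, n = 3 each). All 3 dpc8 values were above all 3 NP values in zones 1 and 2. The limma log2 fold change at dpc8 was 1.83 in zone 1, with adjusted p-values of 0.656 over all genes and 0.00850 over the proliferation list alone (0.00531 over the genes that the study named). In zone 2 it was 1.49, with limma adjusted p-values of 0.904 over all genes, 0.0705 over the proliferation list alone and 0.0428 over the genes that the study named. In zone 3 it was 0.15, and it turned negative without NP zone 3 replicate 1, without NP zone 3 replicate 3 and without dpc8 zone 3 replicate 1, with -0.02, -0.04 and -0.26. Mki67 (ENSMUSG00000031004.8, chromosome 7, 135689784 to 135716361) was 2.04 ± 1.84 FPKM in NP and 15.8 ± 6.44 in dpc8 mice in zone 1 (SD, n = 3 each), with a limma log2 fold change of 2.57 and adjusted p-values of 0.491 over all genes and 0.00540 over the list alone.

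The genes that the study named as raised in the portal vein zone at dpc8 were chosen on these same samples, so their test is not independent evidence. The mean log2 fold change of the 15 genes tested was 1.78 in zone 1 with 15 of 15 higher, 1.19 in zone 2 with 15 of 15 higher and 0.23 in zone 3 with 7 of 15 higher. The fry p-values were 8.29e-07, 2.17e-04 and 0.619. In zone 1, 12 genes passed when adjusted over the list alone and 0 over all genes tested, and in zone 2 the numbers were 3 and 0. Knstrn, Ccnb2 and Aspm each passed over all genes in zone 1 in 1 of 6 fits with other settings chosen beforehand. The zone 3 mean was 0.14 without NP zone 3 replicate 1, 0.49 without NP zone 3 replicate 2 and 0.06 without NP zone 3 replicate 3. Of the 32 proliferation genes, 9 are also on the study's list, and the mean of the 23 others in zone 1 was 1.43, with 23 of 23 higher.

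Each zone at dpc16 was compared with the same zone in NP mice to ask what changes by late gestation. By limma with Benjamini-Hochberg adjustment, zone 1 had 129 genes higher and 48 lower, zone 2 had 132 higher and 213 lower, and zone 3 had 97 higher and 74 lower. In all 3 zones, 47 genes were higher and 15 lower. The excess of lower genes in zone 2 did not hold without dpc16 zone 2 replicate 3 (174 higher, 113 lower), without the libraries with Y-linked FPKM (331 and 245) or with array weights (575 and 526). The excess of higher genes in zone 3 did not hold with the connective tissue covariate (235 and 315), with the replicate number as a block (128 and 137) or without NP zone 3 replicate 2 (73 and 78). Array weights moved these counts most upward, to 667, 1101 and 776 genes, and a fit of only the 6 libraries compared moved them most downward, to 59, 17 and 40. Leaving out 1 library moved the zone 1 count by over 1.5 times in 4 of 6 fits, down to 89 genes without dpc16 zone 1 replicate 1. It moved the zone 2 count in 1 of 6 fits, to 193 without NP zone 2 replicate 3, and the zone 3 count in 4 of 6 fits, down to 89 without dpc16 zone 3 replicate 1. The count over all 3 zones was 102 without dpc16 zone 2 replicate 3. Against dpc8, dpc16 had 164 genes higher and 96 lower in zone 1, 91 higher and 104 lower in zone 2, and 76 higher and 102 lower in zone 3. The excess of higher genes in zone 1 did not hold with the connective tissue covariate (182 higher, 190 lower). The excess of lower genes in zone 2 did not hold with array weights (537 and 456), without the libraries with Y-linked FPKM (271 and 235), without dpc8 zone 2 replicate 1 (44 and 39), without dpc8 zone 2 replicate 3 (33 and 31) or without dpc16 zone 2 replicate 3 (193 and 80), and with only the groups compared zone 2 had 0 genes. The excess of lower genes in zone 3 did not hold without the filter on low values (86 and 86), without the libraries with Y-linked FPKM (256 and 245), without dpc8 zone 3 replicate 1 (55 and 48), without dpc8 zone 3 replicate 3 (40 and 34) or without dpc16 zone 3 replicate 3 (81 and 55). The lowest of the fits that left out 1 library for these were 90 genes (without dpc16 zone 1 replicate 1), 64 (without dpc8 zone 2 replicate 3) and 74 (without dpc8 zone 3 replicate 3).

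Among the genes with the largest increase from NP to dpc16, Serpina6 (ENSMUSG00000060807.7, chromosome 12, 103646630 to 103657212) rose in zone 1 from 220 ± 115 FPKM in NP to 18770 ± 4721 in dpc16 mice (SD, n = 3 each), with a limma log2 fold change of 6.54 and an adjusted p of 2.44e-08. In zone 2 its log2 fold change was 5.67, with a limma adjusted p of 3.41e-07. Other genes with a large increase were Dnajc12 in zone 1 (4.69), Klk1b4 in zone 2 (4.31), and Gpx3 (5.23) and Slc41a2 (5.01) in zone 3, all in log2 units. Klk1b4 is one of a family of similar genes and is uncertain for that reason.

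Among the genes that fell at dpc16, Abcc3 (ENSMUSG00000020865.16, chromosome 11, 94343295 to 94392997) went from 91.5 ± 19.1 to 4.71 ± 3.14 FPKM in zone 2 and from 82.0 ± 33.5 to 8.21 ± 5.46 in zone 3 (SD, n = 3 each). Its limma log2 fold changes were -4.16 and -3.36, with adjusted p-values of 5.37e-05 and 7.07e-04. C9 (ENSMUSG00000022149.17, chromosome 15, 6445327 to 6498751) went from 52.2 ± 31.3 to 0.634 ± 0.471 FPKM in zone 3 (SD, n = 3 each). Its limma log2 fold change was -4.86 there with an adjusted p of 1.01e-04, and -4.02 in zone 2 with an adjusted p of 9.04e-04. In zone 1 the largest decreases were those of Cyp2c50 (-4.61), Cyp2b13 (-3.99) and Cyp2c37 (-3.81), and Cyp2b13 was also lower in zone 2 (-4.44). These belong to families with similar copies, and their values are uncertain for that reason. Hamp fell in zone 3 with a log2 fold change of -4.79 and a limma adjusted p of 0.0425. This call was lost in 5 of 6 fits that left out 1 library, and the smallest change was -3.80 without dpc16 zone 3 replicate 3.

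The study reports on glucose and glycogen metabolism in late pregnancy. A list of 21 genes of this metabolism was therefore tested at dpc16. The mean log2 fold change was -0.05 in zone 1, -0.59 in zone 2 and -0.35 in zone 3, with fry p-values of 0.710, 0.0189 and 0.0776 and values of 0.831, 0.0339 and 0.116 after adjustment over the 18 list tests. In zone 2, 16 of 21 genes were lower. When adjusted over the list alone, 1, 6 and 4 genes were lower in zones 1, 2 and 3, and when adjusted over all genes tested, 0, 2 and 1, where zone 1 had 1424 genes of any kind at an unadjusted p under 0.05. Camera gave p-values of 0.646, 9.48e-04 and 0.00569, and of its 2 calls the one in zone 2 held under fry. The alternative that moved the zone 2 mean most was leaving out the libraries with Y-linked FPKM, which gave -0.24 with a fry p of 0.232. Dpc16 zone 2 replicate 3 was the library left out in that zone, and leaving out that library on its own gave -0.24 with a fry p of 0.215. The call was also lost without NP zone 2 replicate 1, with a mean of -0.47 and a fry p of 0.0776. In zone 3 the mean was -0.52 without dpc16 zone 3 replicate 1 with a fry p of 0.0403, -0.19 without NP zone 3 replicate 1, and -0.15 without dpc16 zone 3 replicate 3. In zone 1 it was 0.08 without dpc16 zone 1 replicate 2 and -0.14 without dpc16 zone 1 replicate 1. By exact permutation, the change differed between zones 1 and 2 by 0.54 with a p of 0.28, and between zones 1 and 3 by 0.30 with a p of 0.395 (0.527 each after adjustment over 4 tests). With the shared change taken out first, the permutation p-values were 0.235 and 0.345 (0.445 each adjusted), so no difference between zones was shown or excluded.

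Ppp1r3b (ENSMUSG00000046794.9, chromosome 8, 35375739 to 35388139) fell from 99.4 ± 10.6 to 32.3 ± 30.9 FPKM in zone 2 (SD, n = 3 each), with a limma log2 fold change of -1.98 and an adjusted p of 0.0270. That call was lost in 5 of 6 fits that left out 1 library, with a change of -1.52 without dpc16 zone 2 replicate 3. Of 4 further genes of this list that the study names, Slc45a3, Sgk1, H6pd and Pdk4, none passed the threshold at dpc16 over all genes or over the list alone. Their log2 fold changes lay between -0.67 (Slc45a3, zone 2) and 1.66 (Sgk1, zone 3), and the smallest limma adjusted p over all genes was 0.151 (H6pd, zone 1). With array weights, H6pd was higher in all 3 zones, with 1.21, 0.97 and 1.38 and limma adjusted p-values of 0.0107, 0.0257 and 0.00332, and Sgk1 was higher in zones 2 and 3, with 1.83 and 2.08 and adjusted p-values of 0.0202 and 0.0129. The same 5 results passed without the libraries with Y-linked FPKM, and none with the other alternatives. The study reported Slc45a3, Sgk1, H6pd and Pdk4 as raised at dpc16 in RNA of whole liver, and lower when p21 was expressed in hepatocytes. Those samples, their tissue and their test differ from those here, so the values above do not test that result.

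The same 32 proliferation genes were tested at dpc16. The mean log2 fold change was -0.73 in zone 1 with 32 of 32 genes lower, 0.05 in zone 2 and 0.03 in zone 3, with fry p-values of 0.241, 0.929 and 0.957. Camera gave a p of 8.28e-05 in zone 1, a call that did not hold under fry. Without NP zone 1 replicate 1 the zone 1 mean was -0.25. Without dpc16 zone 2 replicate 3 the zone 2 mean was -0.62, and without dpc16 zone 3 replicate 3 the zone 3 mean was -0.50. Each of these is a library with Y-linked FPKM, in which the list scored higher than in the others of its group. In zone 2 the mean was 0.39 without dpc16 zone 2 replicate 2, and in zone 3 it was 0.51 without NP zone 3 replicate 2.

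Whether the change from NP to dpc16 differs between zones 1 and 3 was tested for each gene with an interaction contrast. By limma with Benjamini-Hochberg adjustment, 7 genes passed, 2 with a more positive change in zone 1 and 5 with a more negative one, and 409 had an unadjusted p under 0.05. The count moved most with a pseudocount of 0.1 and with only the groups compared, to 2 in each case, and upward to 13 with array weights. With the replicate number as a block within stages, which pairs the dpc16 libraries, 9 genes passed, 4 more positive and 5 more negative in zone 1. Of these, 5 were among the 7, and 712 genes had an unadjusted p under 0.05. Leaving out 1 library gave 4 to 6 genes, with 4 in 6 of 12 fits, NP zone 1 replicate 1 being among the libraries left out in those.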

Values the study reported

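The study reported 16 genes as raised in the zone around the portal vein at day 8 of pregnancy.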

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

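All tests of technical explanations in this part were chosen only after the result was seen. A difference between zones in the change from NP to dpc16 drew attention to 7 genes, and this difference was tested by the interaction contrast of limma.

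Of the 7 genes, 7 passed the threshold with the connective tissue score as a covariate and 6 after quantile normalization. Without the libraries with Y-linked FPKM, 4 of the 7 passed, with fewer libraries in the fit, and with the replicate number as a block within stages, 5 of the 7. With a pseudocount of 0.1 and with only the groups compared, 2 of the 7 passed in each case. The values with the covariate and after quantile normalization argue against RNA of other cells, and against scaling of the libraries, as the whole cause for the genes that kept their call. Why 3 genes lost it without the libraries with Y-linked FPKM was not tested. The libraries of each zone were also divided at random between the stages, after the change shared by both zones had been taken out of each gene, since that change would otherwise enter the divided difference. Of 100 divisions, 1, the real one, gave at least 7 genes, and the others gave 0, which argues against an accident of the grouping. Without that removal, 11 of 100 divisions gave at least 7 genes, with up to 297 in another than the real one. The removal rests on an estimate of the shared change, so the argument is approximate and depends on it. The divisions also took no account of the pairing of the dpc16 libraries by number.

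Ccdc38 (ENSMUSG00000036168.15, chromosome 10, 93540632 to 93584327) had an interaction of 3.59 log2 units with a limma adjusted p of 0.00259. Its FPKM in zone 1 was 13.5 ± 1.77 at dpc16 (SD, n = 3) and its mean was 0.214 in NP mice, and in zone 3 it was listed at 0 in NP and dpc16 mice. The call was kept in 12 of 12 fits that left out 1 library and in 5 of 6 fits with other settings chosen beforehand, and was lost with a pseudocount of 0.1.

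Gene 2210407C18Rik (ENSMUSG00000037145.14, chromosome 11, 58608204 to 58616075) had an interaction of 1.53 with a limma adjusted p of 0.0269. Its FPKM was 1.95 ± 0.674 in zone 1 at dpc16 (SD, n = 3), and it was listed at 0 in NP mice in zones 1 and 3 and in zone 3 at dpc16. The call was kept in 1 of 12 fits that left out 1 library and in 3 of 6 fits with other settings chosen beforehand, and was lost with a pseudocount of 0.1, with only the groups compared, with the replicate number as a block and without the libraries with Y-linked FPKM.

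Cyp2c69 (ENSMUSG00000092008.2, chromosome 19, 39842814 to 39886799) had an interaction of -3.01 with a limma adjusted p of 0.00513. Its mean FPKM went from 124 to 9.06 in zone 1 and from 763 to 501 in zone 3. The call was kept in 12 of 12 fits that left out 1 library and in 6 of 6 fits with other settings chosen beforehand. The gene has close relatives, and reads shared between them were not examined.

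Pnliprp1 (ENSMUSG00000042179.6, chromosome 19, 58728887 to 58744169) had an interaction of -2.35 with a limma adjusted p of 3.42e-04. It was listed at 0 in NP mice and was 4.15 ± 0.913 FPKM in zone 3 at dpc16 (SD, n = 3). The call was kept in 12 of 12 fits that left out 1 library, and it was lost with a pseudocount of 0.1 and with only the groups compared.

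Gtpbp1 (ENSMUSG00000042535.9, chromosome 15, 79690845 to 79721479) had an interaction of -2.17 with a limma adjusted p of 0.0160. Its mean FPKM went from 20.2 to 8.56 in zone 1 and from 8.01 to 17.4 in zone 3. The call was kept in 5 of 12 fits that left out 1 library, and the value was -1.995 without NP zone 1 replicate 1. It was also lost with only the groups compared and without the libraries with Y-linked FPKM. No biological explanation of these differences was tested.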

How the results depend on the processing

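The covariate and the fit without the libraries with Y-linked FPKM are tests chosen only after the data had been seen, and the other settings were planned. Except where stated, the cause of a change was not tested.

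With array weights, the comparison of zones 1 and 3 gave 271 genes in NP, 855 in dpc8 and 496 in dpc16 mice, and 177 shared by the stages. Dpc8 against NP gave 22, 6 and 8 genes in zones 1, 2 and 3 and 4 in all zones, dpc16 against NP gave 667, 1101 and 776 and 311 in all zones, and dpc16 against dpc8 gave 1007, 993 and 1567. The dpc16 interaction gave 13. The proliferation list passed in zone 2 at dpc8 (0.98) and reversed at dpc16 in zone 2 (-0.56) and zone 3 (-0.23).

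With the connective tissue score as a covariate, zones 1 and 3 differed in 301 genes in NP and 323 in dpc16 mice. Dpc8 against NP gave 20, 3 and 4 genes and 2 in all zones, dpc16 against NP gave 342, 833 and 550 and 184 in all zones, and dpc16 against dpc8 gave 759 in zone 2 and 470 in zone 3. The interactions of zones 1 and 3 gave 1 gene at dpc8 and 11 at dpc16. The proliferation list passed in zone 2 at dpc8 (0.65) and reversed in zone 3 at dpc8 (0.24) and zone 2 at dpc16 (-0.14), and the glucose and glycogen list passed in zone 3 (-0.38).

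Without the libraries with Y-linked FPKM, zones 1 and 3 differed in 357 genes in dpc8 and 351 in dpc16 mice. Dpc8 against NP gave 9, 5 and 9 genes and 2 in all zones, dpc16 against NP gave 378, 576 and 468 and 179 in all zones, and dpc16 against dpc8 gave 567, 506 and 501. The proliferation list passed in zone 2 at dpc8 (0.90) and reversed in zone 3 at dpc8 (0.29) and in zones 2 (-0.62) and 3 (-0.0207) at dpc16. The glucose and glycogen list no longer passed in zone 2 (-0.24), and the study's list passed in zone 3 (0.49).

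With only the groups compared, which leaves 6 libraries for a single contrast and so fewer to estimate the spread from, zones 1 and 3 differed in 70 genes in NP mice. Dpc8 against NP gave 0 genes in zone 1, 0 in zone 2 and 0 in zone 3, with 315, 548 and 568 at an unadjusted p under 0.05. Dpc16 against NP gave 59, 17 and 40, dpc16 against dpc8 gave 118 in zone 1 and 0 in zone 2 (979 at an unadjusted p under 0.05), and the dpc16 interaction gave 2. The counts over all 3 zones use a fit of all 18 libraries involved. The proliferation list passed in zone 2 at dpc8 (1.10), and the glucose and glycogen list no longer passed in zone 2 (-0.59).

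Without a filter, zone 1 at dpc8 gave 1 gene and the dpc16 interaction 11. With a pseudocount of 0.1 they gave 2 and 2, and the proliferation list reversed in zone 2 at dpc16 (-0.24). With quantile normalization, dpc8 against NP gave 2 genes in zone 2 and 2 in all zones, and the proliferation list passed in zone 2 at dpc8 (0.9999). The higher and lower genes were 3 and 1 in zone 1 at dpc8 and 42 and 25 over all zones at dpc16. With the replicate number as a block, dpc16 against NP in zone 3 gave 265 genes. Within stages, the block gave 282, 459 and 343 genes between zones 1 and 3 in NP, dpc8 and dpc16 mice and 158 shared by the stages. Same-numbered libraries of different zones correlated over 0.1 in 4 of 9 pairs in NP and 5 of 9 in dpc8 mice, and those of different stages in 10 of 27, so the numbers were not read as pairs there. In zone 1, however, all 3 same-numbered libraries of NP and dpc8 mice correlated over 0.1 (0.68, 0.27 and 0.53). Replicate 1 of both stages is a library with Y-linked FPKM, so these correlations do not show pairing either. With the block, the comparison of dpc8 with NP in zone 1 gave 2 genes higher and 1 lower, without Gm45692.

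Across fits that each left out 1 library, zones 1 and 3 differed in 115 to 145 genes in NP, 115 to 184 in dpc8 and 151 to 179 in dpc16 mice, and 78 to 98 were shared. Dpc8 against NP gave 1 to 2, 1 to 2 and 2 to 3 genes in zones 1, 2 and 3 and 1 to 2 in all zones. Dpc16 against NP gave 89 to 175, 193 to 324 and 89 to 151, and 43 to 102 in all zones, and dpc16 against dpc8 gave 90 to 210, 64 to 273 and 74 to 136. The dpc8 interactions gave 0 to 0 genes for zones 1 and 3 and 0 to 0 for zones 1 and 2, and the dpc16 interaction gave 4 to 6.

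In the same fits the proliferation list ranged at dpc8 from 1.204 to 2.05 in zone 1, 0.90 to 1.24 in zone 2 and -0.51 to 0.29 in zone 3 (also 0.06). At dpc16 it ranged from -1.06 to -0.25, -0.62 to 0.39 and -0.50 to 0.51 (also -0.13 and -0.29). The glucose and glycogen list ranged from -0.14 to 0.0824, -0.86 to -0.24 and -0.52 to -0.15, and the study's list from 1.60 to 1.98, 1.10 to 1.27 and 0.06 to 0.49. The periportal list ranged from 4.05 to 4.57, 3.27 to 3.67 and 4.54 to 5.17 in NP, dpc8 and dpc16 mice, and the pericentral list from -4.05 to -3.89, -4.24 to -4.02 and -4.18 to -3.85.

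Among single genes, Hmmr in zone 3 at dpc8 was -0.02, -0.04 and -0.26 without NP zone 3 replicate 1, NP zone 3 replicate 3 and dpc8 zone 3 replicate 1. At dpc16, Slc45a3 was -0.15 in zone 1 without NP zone 1 replicate 3 and -0.46 in zone 3 without NP zone 3 replicate 3, Sgk1 was -0.12 in zone 1 without dpc16 zone 1 replicate 1, and H6pd was -0.0254 in zone 2 without dpc16 zone 2 replicate 2. Pdk4 in zone 3 was -0.49 without NP zone 3 replicate 3 and -0.20 without dpc16 zone 3 replicate 1. The highest values in these fits were 0.50 for Hmmr, 0.79 and 0.90 for Slc45a3 in zones 1 and 3, 1.13 for Sgk1, 1.001 for H6pd and 0.79 for Pdk4. Of 1020 gene results with 1 library left out, 938 stayed as they were, whether called or not called. A call was lost in 69 and gained in 4, and 9 results changed sign. Of 165 gene results, 23 lost their call with only the groups compared, 7 without the libraries with Y-linked FPKM, 6 with a pseudocount of 0.1 and 5 without a filter, and 20 gained it with array weights, 18 with the covariate and 15 without the libraries with Y-linked FPKM.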

Other observations

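Apart from those on the Y-linked genes, on gene length and on the scaling of the connective tissue list, the tests of explanations in this part were chosen only after the result was seen, as were the divisions of the libraries at its end. Quantile normalization itself was planned as an alternative.

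The Y-linked genes and the connective tissue list were high in the same 6 libraries. The lowest Y-linked sum among them was 7.92 FPKM and the highest in the others 2.97, which fits RNA of other cells from a male or mixed-sex source. This remains a hypothesis, since it was formed on these same libraries. A Y-linked sum of at least 7.92 also argues against vessel wall of the mother as the whole source, given the label female, and leaves a part from it open. The connective tissue list was higher in these libraries than in the others of their groups by a median of 3.02 log2 units, in 6 of 6. NP zone 1 replicate 1, from non-pregnant mice, had a connective tissue score of 6.66, which argues against fetal or placental tissue as the whole source. After quantile normalization the difference was 3.13, which argues against scaling.

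The other lists differed less in these libraries, with medians of 0.62 for biliary epithelium, 0.63 for skeletal muscle, 0.06 for epidermis, 0.04 for brain, -0.03 for uterus and placenta, -0.05 for lymphocytes, -0.10 for pancreas, -0.12 for fat, -0.50 for macrophages, -0.56 for endothelium, -0.92 for hepatocytes and -0.99 for red blood cells. Since lists of several liver cells fell alike, the fall of the endothelium list does not test vessel wall. The proliferation list was also higher in each of these libraries than in the others of its group. Its score was 2.596 in dpc16 zone 2 replicate 3, against 0.594 and 0.581 in the others. The smallest difference was in dpc8 zone 2 replicate 2, with 2.693 against 2.195 and 2.023. RNA of other cells may therefore move the means of this list. No biological explanation was tested.

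The connective tissue list rose at dpc8 in zone 2 by 1.16 log2 units and by 0.14 without dpc8 zone 2 replicate 2, which fits RNA of other cells in that library. In zone 3 it fell by 1.13, and the value was -0.58 without NP zone 3 replicate 2, so RNA of other cells in that library and a change with pregnancy cannot be told apart.

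For the proliferation list in zone 1 at dpc8, the mean was 1.69 without the 6 libraries, which argues against RNA of other cells in them as the whole cause. It was 1.59 after quantile normalization, which argues against scaling. The macrophage list changed by -0.29 and the endothelium list by -0.38, but the hepatocyte list fell further, by -0.58, and the macrophage values of the stages overlapped. A larger share of macrophages and endothelial cells and a change within the same cells therefore cannot be told apart by these values. The study itself counted hepatocytes stained for proliferation, and reported more of them around the portal vein and in the zone between the veins at dpc8. That is separate evidence, on stained cells rather than RNA. A biological change with pregnancy stays open. Of the 10 divisions of the 6 libraries of zone 1, 1 gave a mean as large as the real 1.57, the real one itself. Another gave 1.56, so chance cannot be told apart from an effect of stage by this test. These divisions took no account of replicate numbers, and same-numbered NP and dpc8 libraries of zone 1 correlated at 0.68, 0.27 and 0.53. Within each number the list score was higher at dpc8, with 3.82, 2.51 and 2.97 against 2.50, 1.22 and 0.88 in NP mice. Divisions that part all same-numbered libraries were not examined separately for this list.

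Alb took a larger share of the FPKM at dpc16. Among libraries with Y-linked FPKM under 5, the share was 15.18% to 20.97% at dpc16 and at most 11.98% in NP mice, which argues against RNA of other cells in the NP libraries as the cause. Without Alb, the FPKM sum in these libraries was at least 698995 at dpc16 and at most 633827 in NP mice, which argues against Alb alone taking the extra FPKM. The shortest and the longest genes (0.25 of the genes each) were compared. Their median fold changes differed by 0.08, 0.07 and -0.05 in zones 1, 2 and 3, which argues against a general bias by gene length. Such medians say little about the most abundant genes, which weigh most in the FPKM sum, so an effect of length there stays open. A change of the liver with stage and a difference in library preparation between stages were not tested.

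With limma, 2 genes were higher in zone 1 at dpc8. This is fewer than the study's count of raised genes for its portal vein zone. The number depends on the processing, with 18 higher genes with array weights, 14 with the connective tissue covariate and 0 with only the groups compared.

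The libraries of each comparison were also divided in all other ways into groups of 3, which with 3 against 3 gives 10 divisions, so no share under 0.1 can be reached and none of these results can be told apart from chance by this test alone. The comparison of zones 1 and 3 was matched by 1 of 10 divisions, the real one, in NP mice, 1 of 10 in dpc8 and 1 of 10 in dpc16 mice. In dpc16 mice, 1 of the 4 divisions that part all 3 pairs, the real one, gave as many genes, and the most in another was 0. Dpc8 against NP was matched by 1 of 10 in zone 1, 2 of 10 in zone 2 and 1 of 10 in zone 3. Dpc16 against NP was matched by 1 of 10 in each of the 3 zones, and dpc16 against dpc8 by 1 of 10 in each.

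The counts shared by the 3 stages, by the 3 zones at dpc8 and by the 3 zones at dpc16 were each matched by 1 of 100 divisions drawn at random, the real one included. For the count at dpc8, this argues against an accident of the grouping. For the count over the stages, which includes dpc16, and for the count over the zones at dpc16 it does not decide. Same-numbered dpc16 libraries were treated as paired, and these divisions took no account of the pairs. The dpc8 interactions, with 0 genes, were matched by 100 of 100 for zones 1 and 3 and 100 of 100 for zones 1 and 2, which decides nothing for a count of 0. The proliferation list was matched by 1 of 10, 1 of 10 and 8 of 10 divisions at dpc8 in zones 1, 2 and 3, and by 3 of 10, 10 of 10 and 9 of 10 at dpc16. The glucose and glycogen list was matched by 9 of 10, 3 of 10 and 4 of 10, and the study's list by 1 of 10, 1 of 10 and 5 of 10. The periportal and the pericentral list were matched by 1 of 10 at each stage.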
